A study of Mus musculus with 6 samples. Its data were reported in "Senescent cells perturb intestinal stem cell differentiation through Ptk7 induced noncanonical Wnt and YAP signaling" (2023).

How the data were processed

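Single-nucleus RNA-seq was performed by the authors on mouse small intestinal organoids cultured in medium conditioned by quiescent fibroblasts (QCM) or by senescent fibroblasts (SCM). There were 3 samples per medium, numbered 1 to 3 in the labels, and 6 samples in all. Per the methods of the study, libraries were made with a droplet kit that reads the 3′ end, reads were counted with CellRanger on the mm10 mouse genome, and the authors removed nuclei with an outlying mitochondrial fraction, read total or number of features before deposit.

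The deposited count matrices hold UMI counts (unit: counts) per gene and nucleus, per sample and for the whole series. The deposited log matrix holds natural log values. In it, 96.6% of the entries lay within 0.001 of ln(1 + counts scaled to a total of 1000000 per nucleus), and 0% lay within that tolerance for a total of 10000. The log values were not used in any test. The deposited table of nuclei gives a cluster number per nucleus, other annotation such as the sample name, the UMI and gene counts, and the mitochondrial share as a fraction. Its UMIs per nucleus exceeded the matrix totals by a median of 3.04%. The totals per nucleus and per gene were the same in the whole-series and the per-sample matrices. The matrices hold 31319 genes by Ensembl identifier, of which 31244 were matched to a symbol. Symbols and coordinates were taken from GENCODE M21 on GRCm38. Mki67, Top2a, Pcna, Foxf2 and the mitochondrial genes were not analysed here.

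All 38154 nuclei were used, with no further filter on nuclei, and sample totals ranged from 4071926 UMIs in SCM replicate 1 to 41035733 in QCM replicate 1. SCM replicate 1 held 430 nuclei and the other samples between 3791 and 10833, so that counts within clusters were least precise in SCM replicate 1. Doublets were scored per sample with Scrublet in scanpy 1.11.5 at an expected rate of 6%. It marked 27 nuclei (0.071%), 22 of them in SCM replicate 1, so the caller did not work on these data and nuclei were kept. As an alternative chosen after seeing the data, the 6% of nuclei with the highest scores in each sample were left out.

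The deposited annotation gives cluster numbers without names. Clusters were therefore described with fixed lists of marker genes. A cluster was called by a cell type with the suffix -like when at least 3 markers of that type were at least 2-fold higher than in the other nuclei at a level of at least 5 counts per 1000000 counts (CPM), and when its 10 leading genes held no more markers of another type. These numbers and the rule on the 10 leading genes were set after the clusters had been seen. They kept cluster 1 unnamed, which had 3 enterocyte, 2 goblet, 2 Paneth and 1 stem marker past the limit and the Paneth marker Defa17 among its 10 leading genes. Clusters of like name were summed for the comparison of lineages, which had been planned by deposited names.

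Nuclei are not replicates, so UMI counts were summed per sample, or per sample and cluster, and the sums were compared between the media. The tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and the tables were made in Python 3.11.15. The main test for genes was the edgeR quasi-likelihood test with TMM normalization and filterByExpr at its default minimum count of 10, with Benjamini-Hochberg adjustment and a threshold of 0.05. Within clusters, samples with at least 10 nuclei of the cluster entered, and a cluster was fitted with at least 2 samples per medium. The number of nuclei per cluster was tested with edgeR with the sample's total nuclei as library size. Gene sets were tested with fry, adjusted over the 3 sets, or over all cluster and set tests. The sets were an intestinal stem cell (ISC/CBC) signature of 7 genes that the study names, a general list of 22 YAP target genes (the list the study used is not printed in its text), and a fetal list of 15 genes. A set needed 3 members tested. Quantities per sample were compared with two-sided exact permutation tests, for which 3 samples against 3 cannot give a p under 0.1. Shares of single samples have Wilson 95% confidence intervals, and these cover counting error only.

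The genes to name, the marker lists, the gene sets, the tests and the alternatives were chosen before the data were examined, other than those said to be chosen later. The genes named were the study's marker panel Lgr5, Olfm4, Lyz1, Chga, Muc2 and Alpi (with Mki67 not analysed here), then Ptk7, Fzd7 and Yap1. The rule also named the 5 rising and 5 falling genes with the smallest adjusted p among those called, set members called over all genes (at most 6), and the 3 genes called in the largest number of clusters. The edgeR tests called no gene, so these parts named none. Other genes are named where a sentence says that they were chosen after their values were seen.

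The alternatives tried were other tests (DESeq2, voom and limma with quantile normalization, limma on arcsine square-root shares, camera with a preset correlation of 0.01 or an estimated one), other scaling (DESeq2 size factors, library size alone, TMM factors for nuclei), no low-count filter, UMIs thinned to the shallowest sample, equal cluster weights with a pseudocount of 1 CPM, Scrublet doublets out, nuclei under 1000 UMIs out, at least 30 nuclei, a pseudocount of 5 in place of 1 CPM for the YAP target comparison, the replicate number as a block, and each sample left out in turn. Chosen after seeing the data were the samples of replicates 2 and 3 alone, a term for replicate 1, the log2 share of UMIs in ribosomal protein genes as a covariate, the highest Scrublet scores out, the fetal-like nuclei out for the gene sets, and the YAP target mean less the ISC/CBC mean in place of the YAP target mean for the fetal-like cluster.

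The tests were tested on simulated data of like size and spread, with 200 genes changed. Over all nuclei, edgeR recovered 0% of genes changed 2-fold, 61% changed 4-fold with 12 false calls among 134, and 80.5% changed 8-fold. DESeq2 recovered 18%, 76% and 87%, with 29, 57 and 58 false calls. At 4-fold, edgeR recovered 85.5% in cluster 0, with 30 false calls among 201, and 89% in cluster 7, with 12 among 190. In simulated nuclei numbers, a change of cluster 7 was detected in 12% of 50 simulations at 2-fold, 44% at 4-fold and 82% at 8-fold, with 8, 9 and 15 false calls of other clusters in all simulations. For a set raised 2-fold fry gave an adjusted p of 0.00129, and for an unchanged set 0.539. The simulated genes were drawn independently of one another. The set simulation thus does not show what fry can detect where the members of a set vary together between samples.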

Results

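RNA was counted in single nuclei of mouse jejunal organoids, which are epithelial cultures grown from intestinal stem cells. The organoids were kept in QCM or SCM, with 3 samples per medium. The question was how the secretions of senescent cells change the cell types and the gene expression of the organoids. The files held 38154 nuclei. QCM replicates 1, 2 and 3 had 3791, 7930 and 10144 nuclei with 41035733, 24284278 and 19925280 UMIs. SCM replicates 1, 2 and 3 had 430, 5026 and 10833 nuclei with 4071926, 20789962 and 26799890 UMIs.

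Depth per nucleus was compared first, since it bears on the other comparisons. The median number of UMIs per nucleus was 8260, 2301.5 and 1578 in QCM replicates 1, 2 and 3, and 3156.5, 2547.5 and 1966 in the SCM replicates. The mean of these medians was 4046.5 ± 3666.9 (SD, n = 3) in QCM and 2556.7 ± 595.3 (SD, n = 3) in SCM, with a two-sided exact permutation p of 0.9 (smallest possible 0.1). The difference was smaller than the SD in QCM and larger than that in SCM. It had the other sign without QCM replicate 1, where SCM was higher by 617 UMIs, and when means were used in place of medians, where SCM was higher by 76.3 UMIs.

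The deposited table placed the nuclei in 15 numbered clusters. By the fixed markers, cluster 6 was goblet and Paneth-like, cluster 7 fetal-like, cluster 8 enterocyte-like, clusters 9 and 10 enteroendocrine-like and cluster 11 tuft-like. The other 9 clusters were unnamed, and no cluster reached 3 stem markers, so the share of stem cells was not compared by name. Proliferating cells could not be named in any cluster, since Mki67, Top2a and Pcna were not analysed and fewer than 3 of their markers remained. The unnamed clusters held 83.6% ± 1.69 (SD, n = 3) of the nuclei in QCM and 85.3% ± 2.11 (SD, n = 3) in SCM. Cluster 1, which showed markers of several mature types, held 26.3% ± 15.3 (SD, n = 3) in QCM and 19.02% ± 2.58 (SD, n = 3) in SCM. A difference from the study's cell types may come from these rebuilt names.

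The share of nuclei in each cluster was compared to ask whether SCM changed the mix of cell types. The edgeR test called 0 of the 15 clusters, with 0 at an unadjusted p under 0.05 and a smallest adjusted p of 0.825. Limma on arcsine square-root shares also called 0, with 0 at an unadjusted p under 0.05. Of the 6 lineages, edgeR called 0, with 1 at an unadjusted p under 0.05, and limma called 0, with 0 at an unadjusted p under 0.05. Without QCM replicate 2, tuft-like nuclei had a log2 ratio of -0.75 and an edgeR adjusted p of 0.124, and the other ways of leaving out a sample gave up to 0.449.

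Fetal-like nuclei made up 3.29% ± 0.55 (SD, n = 3) of QCM and 4.28% ± 0.48 (SD, n = 3) of SCM samples. The log2 ratio of SCM to QCM was 0.40 ± 0.16 (SE), with an edgeR adjusted p of 0.166, and the share was higher in SCM in 3 of 3 replicate numbers. These are the nuclei of cluster 7 alone. In the fit over the 15 clusters the same nuclei had 0.39 ± 0.25 (SE), with an edgeR adjusted p of 0.825. The exact permutation p of the share was 0.1, the smallest possible. In SCM replicate 1, the share of 3.95% rested on 17 nuclei (Wilson 95% confidence interval 2.48% to 6.24%). Clu, Anxa1 and Ly6a, which belong to the markers of this cluster, had themselves higher estimates in SCM (log2 2.44, 2.01 and 1.41, not called), so the assignment of nuclei to the cluster and the level of its markers were not separate measurements. Tuft-like nuclei made up 1.10% ± 0.22 (SD, n = 3) of QCM and 0.774% ± 0.168 (SD, n = 3) of SCM samples. The log2 ratio was -0.60 ± 0.23 (SE), with an edgeR adjusted p of 0.166, and the share was lower in SCM in 3 of 3 replicate numbers. These are the nuclei of cluster 11 alone, which had -0.56 ± 0.30 (SE) and an edgeR adjusted p of 0.825 in the fit over clusters. In SCM replicate 1 the share rested on 4 nuclei, 0.930% (Wilson 95% confidence interval 0.362% to 2.37%).

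Enteroendocrine-like nuclei made up 3.34% ± 2.10 (SD, n = 3) of QCM and 2.29% ± 0.57 (SD, n = 3) of SCM samples. The log2 ratio was -0.48 (edgeR adjusted p 0.569), and without QCM replicate 3, where the share was 5.76% (Wilson 95% confidence interval 5.32% to 6.23%), it was 0.19. Enterocyte-like nuclei made up 4.01% ± 0.88 (SD, n = 3) and 2.88% ± 1.54 (SD, n = 3), with a log2 ratio of -0.43 (edgeR adjusted p 0.569) that ranged from -0.05 without SCM replicate 2 to -1.13 without SCM replicate 3 (edgeR adjusted p 0.160). Goblet and Paneth-like nuclei made up 4.65% ± 0.93 (SD, n = 3) and 4.44% ± 1.23 (SD, n = 3), with a log2 ratio of -0.03 (edgeR adjusted p 0.916) whose sign changed under 5 of the 13 alternatives. None of these differences was detectable beyond the spread between replicates.

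**Figure D1:**
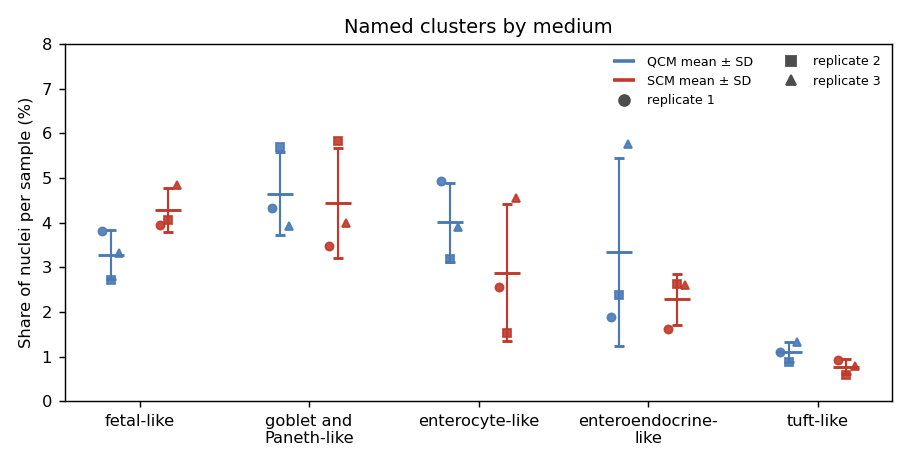
Share of nuclei per sample (percent) in each named group of clusters, by medium, with points for the 3 replicates and bars for the mean and SD. Fetal-like shares lay at 2.72% to 3.82% in QCM and 3.95% to 4.84% in SCM, and the other groups overlapped between the media.

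Gene expression was compared on the counts of all nuclei of a sample. Of 19046 genes tested, edgeR called 0, with a smallest adjusted p of 0.927. At an unadjusted p under 0.05 there were 866 genes (4.55%), of which 279 were higher in SCM. This balance did not hold: most were higher in SCM by voom (377 of 656), without QCM replicate 1 (226 of 306), without SCM replicate 1 (262 of 424), without SCM replicate 2 (105 of 163) and with the ribosomal protein share as a covariate (66 of 92). DESeq2 called 20 genes, 19 higher and 1 lower in SCM, and voom with limma called 0. All 20 also passed a 1.5-fold change. The gene lower in SCM by DESeq2 was Rbp7 (log2 -2.20, DESeq2 adjusted p 0.0331), and the gene with the smallest DESeq2 adjusted p was Mgam2-ps (log2 1.59, DESeq2 adjusted p 2.38e-05, edgeR adjusted p 0.927). Both were chosen after their values were seen. The CPM of 1349 genes (7.08%) did not overlap between the media, where chance gives 10%. Leaving out 1 sample in turn, the number at an unadjusted p under 0.05 ranged from 163 without SCM replicate 2 to 2341 without QCM replicate 2. Each of these fits called 0. Scaling by library size alone moved the median log2 ratio of all genes from -0.01 to 0.14. In simulated data of this size, edgeR recovered 0% of genes changed 2-fold and 61% of those changed 4-fold, so smaller changes were not detectable gene by gene.

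The marker panel was compared to ask how stem and differentiated cell genes moved. Coordinates are on GRCm38, n is 3 samples per medium, and the edgeR adjusted p of each gene here was 0.93. Lgr5 (ENSMUSG00000020140, chromosome 10, 115450311 to 115587780), a stem cell gene, had 359 ± 213 CPM (SD) in QCM and 596 ± 192 CPM (SD) in SCM, log2 0.62 ± 0.38 (SE). With the ribosomal protein share as a covariate this was -0.06. Olfm4 (ENSMUSG00000022026, chromosome 14, 79984081 to 80023139) had 53.3 ± 14.7 and 43.4 ± 13.3 CPM (SD), log2 -0.48, and 0.02 with replicates 2 and 3 alone. The Paneth cell gene Lyz1 (ENSMUSG00000069515, chromosome 10, 117287797 to 117292868) had 62.4 ± 33.6 and 30.8 ± 13.0 CPM (SD), log2 -1.23 ± 0.51 (SE), and -0.49 without QCM replicate 1 and -0.22 with replicates 2 and 3 alone. The enteroendocrine gene Chga (ENSMUSG00000021194, chromosome 12, 102554969 to 102565028) had 17.7 ± 4.86 and 6.99 ± 5.0 CPM (SD), log2 -1.45 ± 0.54 (SE), and -1.07 without QCM replicate 1 and -0.74 with replicates 2 and 3 alone. The goblet cell gene Muc2 (ENSMUSG00000025515, chromosome 7, 141690340 to 141754693) had 51.8 ± 17.0 and 34.2 ± 9.20 CPM (SD), log2 -0.80 ± 0.34 (SE), and -0.33 without QCM replicate 1 and -0.22 with replicates 2 and 3 alone. The enterocyte gene Alpi (ENSMUSG00000079440, chromosome 1, 87098002 to 87101606) had 8.84 ± 7.88 and 4.83 ± 2.06 CPM (SD), log2 -1.08. Its sign changed without QCM replicate 1 (0.09), with replicates 2 and 3 alone (0.34) and with the ribosomal protein share as a covariate (0.70). The CPM of Lyz1 and Chga did not overlap between the media, by narrow margins: the lowest QCM and the highest SCM sample had 41.4 and 40.3 CPM of Lyz1, and 13.0 and 12.4 CPM of Chga.

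Ptk7, the receptor-like protein whose shed form the study followed, and Fzd7 and Yap1 were also compared, with n of 3 samples per medium and an edgeR adjusted p of 0.93 each. Ptk7 (ENSMUSG00000023972, chromosome 17, 46564471 to 46629504) had 4.95 ± 2.03 CPM (SD) in QCM and 9.72 ± 3.67 CPM (SD) in SCM, log2 0.86 ± 0.37 (SE), without overlap, and 0.51 without SCM replicate 2 and 0.31 with the ribosomal protein share as a covariate. Fzd7 (ENSMUSG00000041075, chromosome 1, 59482424 to 59486955) had 6.57 ± 1.10 and 5.89 ± 0.50 CPM (SD), log2 -0.31. Yap1 (ENSMUSG00000053110, chromosome 9, 7931999 to 8004596) had 114 ± 27.6 and 143 ± 9.67 CPM (SD), log2 0.18, and 0.03 with the covariate.

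**Figure D2:**
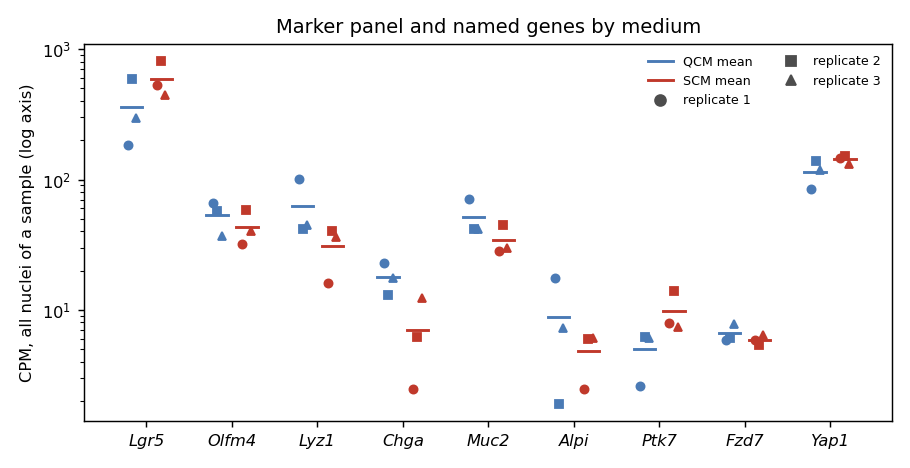
CPM of 9 genes over all nuclei of a sample, on a log axis, by medium, with points for the 3 replicates and lines for the group means. Lyz1, Chga (both by narrow margins) and Ptk7 did not overlap between the media, and no gene was called by edgeR.

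Expression was also compared within clusters, to set changes within a cell type apart from changes in the mix. Of the 15 clusters, 13 could be fitted, 9 with 6 samples and 4 with 5 samples, with 3795 to 14430 genes tested in each. The edgeR test called 0 genes, with 7490 gene and cluster pairs at an unadjusted p under 0.05 (3.01% to 11.9% of the genes of a cluster, the highest in the fetal-like cluster). DESeq2 called 95, of which 11 were higher and 84 lower in SCM, and 89 of the 95 were in the fetal-like cluster. Of the 95, 30 had symbols that begin with Rpl or Rps and a digit, as ribosomal protein genes do. Ribosomal protein transcripts took a larger share of all UMIs in QCM in 3 of 3 replicate numbers, so these calls are not specific to a cell type. Without a low-count filter edgeR called 3135, the largest move, 409 of them with such symbols. Without QCM replicate 2 it called 32, of which 31 were in cluster 10. With library size alone it called 5. These were Mgam2-ps in cluster 7 and Ano1 in cluster 10, higher in SCM, and Apoa4, Gm9843 and Rn7sk in cluster 12, lower in SCM. With the ribosomal protein share as a covariate it called 1, Lgals3 in cluster 9, higher in SCM. These genes were chosen after their values were seen.

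The 3 gene sets were compared to ask whether stem cell, YAP target or fetal genes moved together. Of the 22 YAP target genes 17 were tested, and 16 had a higher estimate in SCM. Their mean log2 ratio was 0.98, with a fry adjusted p of 0.163. The mean level per sample was 3.10 ± 0.22 log2 CPM (SD, n = 3) in QCM and 3.89 ± 0.44 (SD, n = 3) in SCM, with an exact permutation p of 0.1, the smallest possible. Of the 15 fetal genes 13 were tested, and 10 had a higher estimate in SCM. Their mean log2 ratio was 1.12, with a fry adjusted p of 0.163, and their mean level was 3.32 ± 0.31 (SD, n = 3) and 4.36 ± 0.58 (SD, n = 3) log2 CPM. The 7 ISC/CBC genes had a mean log2 ratio of -0.07, a median of 0.09 and the direction up in fry, so that mean, median and test differed in sign, with a fry adjusted p of 0.936. Fry called 0 of the 3 sets, with 0 at an unadjusted p under 0.05. Camera with its preset correlation called YAP target and fetal (adjusted p 7.90e-12 and 4.06e-14), and neither call held with the correlation estimated (adjusted p 0.0881 for both) or under fry. Over the alternatives, the adjusted p ranged from 7.90e-12 to 0.384 for YAP target and from 4.06e-14 to 0.384 for fetal. Without SCM replicate 2, the mean log2 ratio of the YAP target set was 0.39 and its fry adjusted p was 0.0235, and that of the fetal set was 0.62 with a fry adjusted p of 0.250. With clusters weighted equally in every sample the mean was 0.44 for YAP target and 0.59 for fetal. Counted by single genes with edgeR, adjusted over the list alone, 3 YAP target, 4 fetal and 0 ISC/CBC genes passed, and over all genes tested 0 of each did. At an unadjusted p under 0.05 there were 6, 8 and 1. The genes passing over their list, chosen after their values were seen, were Myof, Ptpn14 and Ccn2 (log2 2.08, 2.05 and 3.62) and Anxa3, Ly6a, Anxa1 and Clu (log2 1.46, 1.41, 2.01 and 2.44). DESeq2 called Myof and Ptpn14 over all genes (DESeq2 adjusted p 0.0137 and 0.0331). In simulated data over all nuclei DESeq2 made more false calls than edgeR. The value of Ccn2 rests on few counts, 4, 2 and 8 in QCM replicates 1, 2 and 3 and 4, 122 and 17 in the SCM replicates, and is carried by SCM replicate 2.

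Within clusters, fry called 0 of 37 cluster and set tests, with 2 at an unadjusted p under 0.05, and camera with its preset correlation called 19, of which 9 were of the YAP target and 10 of the fetal set. The mean log2 ratio of the YAP target set was above 0 in 12 of 12 clusters, from 0.11 to 0.67. That of the fetal set was above 0 in 12 of 12, from 0.06 to 1.57, and that of ISC/CBC was above 0 in 5 of 13, from -0.38 to 0.25. The smallest fry adjusted p was 0.281, for the YAP target set in cluster 9. Without QCM replicate 2 and without QCM replicate 3, the fetal set was above 0 in 10 of 12 and 10 of 11 clusters. The ISC/CBC count ranged up to 11 of 13 under library size alone and with replicates 2 and 3 alone, and was 1 of 9 without SCM replicate 2 and 2 of 13 without QCM replicate 3.

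**Figure D3:**
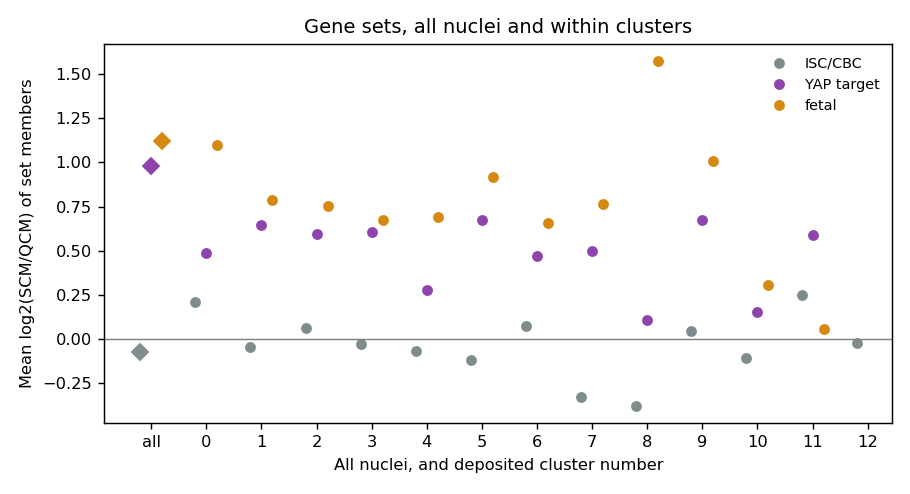
Mean log2 ratio of SCM to QCM over the tested members of 3 gene sets, for all nuclei (diamonds) and within 13 deposited clusters (circles), with no error bars since members are not replicates. YAP target and fetal means lay above 0 in 12 of 12 clusters each, and no test passed an adjusted p of 0.05 by fry.

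The YAP target set in the fetal-like cluster was compared with that in the other nuclei of the same sample, since the study described the increase, set against that of the ISC/CBC signature, as clearest there. In the fetal-like cluster its mean was 3.54 ± 0.40 log2 CPM (SD, n = 3) in QCM and 4.02 ± 0.73 (SD, n = 3) in SCM, with an exact permutation p of 0.5. In the other nuclei it was 2.47 ± 0.19 (SD, n = 3) and 2.93 ± 0.15 (SD, n = 3), with an exact permutation p of 0.1, the smallest possible. The fetal-like cluster exceeded the other nuclei by 1.07 ± 0.36 (SD, n = 3) in QCM and 1.09 ± 0.65 (SD, n = 3) in SCM. These differed by 0.02, with an exact permutation p of 1, less than the spread between replicates. The sign changed without QCM replicate 1 (-0.05), without SCM replicate 2 (-0.31) and without QCM replicate 3 (-0.12). Relative to the ISC/CBC set, a comparison added after the values were seen, the order of the clusters was another. The mean log2 ratio of YAP target exceeded that of ISC/CBC by 0.83 in the fetal-like cluster, the largest of 12 clusters, with 0.80 and 0.69 in the unnamed clusters 5 and 1. In the fetal-like cluster the YAP target mean was 0.50 and the ISC/CBC mean -0.33. Clusters 5 and 1 had higher YAP target means, 0.67 and 0.65. The gap of 0.83 thus rests in part on the lower ISC/CBC mean. The YAP target members tested also differed, 14 in the fetal-like cluster and 9 each in clusters 5 and 1. Leaving out each sample in turn, the gap in the fetal-like cluster was 0.53 to 1.28 and ranked from 1 to 4, the lowest without SCM replicate 2. Per sample, the YAP target mean less the ISC/CBC mean was higher in SCM than in QCM by 0.73 in the fetal-like cluster, with an exact permutation p of 0.1, the smallest possible, and by 0.27 in the other nuclei, with an exact permutation p of 0.4. It was higher in the fetal-like cluster than in the other nuclei by 1.33 ± 0.43 (SD, n = 3) in QCM and 1.79 ± 0.76 (SD, n = 3) in SCM, a difference of 0.46 with an exact permutation p of 0.5, and SCM had the larger excess in 3 of 3 replicate numbers. Leaving out each sample in turn, the 0.73 ranged from 0.33 to 0.93 and the 0.46 from 0.02 to 0.70. So the larger estimates of YAP target relative to ISC/CBC lay in the fetal-like cluster, though for YAP target alone the difference was 0.02. Relative to ISC/CBC, the difference from the other nuclei fell almost to 0 with 1 sample left out. It was smaller than the SD in SCM, though not than that in QCM.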

Values the study reported

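The study reported 38154 nuclear transcriptomes from organoids exposed to either medium. Its results describe 15 clusters, and its methods give 14.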

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

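Of the alternatives, 6 were chosen after seeing the data: the highest 6% of Scrublet scores out, replicates 2 and 3 alone, a term for replicate 1, the ribosomal protein share as a covariate, the fetal-like nuclei left out, and the YAP target set relative to ISC/CBC. Of 610 values computed under alternatives, 547 kept their direction and their side of the threshold or, for counts of calls, stayed within 1.5-fold (a count of 0 only if it stayed 0), 48 had the other sign, 11 counts or values moved and 4 passed the threshold where the main test had not. A fit without mitochondrial genes had been listed and was not run, since these genes were not analysed here. Where no cause is given, the cause was not tested.

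The number of clusters and of lineages called stayed at 0 under all 13 alternatives for each, with a smallest adjusted p of 0.322 over clusters. The alternatives were edgeR fits other than limma on arcsine square-root shares. The shares of 9 of 15 clusters and 2 of 6 lineages had the other sign under at least 1 of the 13. Leaving out each sample in turn, the log2 ratio ranged from -0.45 to 0.59 in cluster 0, from -0.78 to 0.10 in cluster 1, from -0.10 to 0.14 in cluster 3, from -1.16 (without SCM replicate 1) to 1.72 in cluster 4, from -0.055 to 0.24 in cluster 5, from -0.31 to 0.12 in cluster 6, from -0.48 to 0.43 in cluster 10, from -0.19 to 0.47 in cluster 12 and from -1.22 to 1.31 in cluster 14. It ranged from -0.75 to 0.19 for enteroendocrine-like nuclei, positive without QCM replicate 3, and from -0.28 to 0.15 for goblet and Paneth-like nuclei. With replicates 2 and 3 alone it was 0.041 in cluster 0, 0.059 in cluster 1, -1.21 in cluster 4, 0.029 in cluster 6, -0.056 in cluster 14 and 0.028 for goblet and Paneth-like nuclei. Without nuclei under 1000 UMIs it was 0.035 in cluster 6 and 0.041 for goblet and Paneth-like nuclei. In cluster 14 it was -0.49 without Scrublet doublets and -0.62 without the highest scores. In cluster 12 the arcsine difference was -0.0018. The fetal-like ratio stayed between 0.28 and 0.56 and the tuft-like ratio between -0.75 and -0.43 and the enterocyte-like ratio between -1.13 and -0.05 under the alternatives on the log2 scale.

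Over all nuclei, DESeq2 called 20 genes and the other 18 alternatives called 0. The number at an unadjusted p under 0.05, with the number of these higher in SCM, was 866 (279), and 1225 (287) by DESeq2, 656 (377) by voom, 817 (370) with library size alone, 735 (338) with a term for replicate 1, 314 (233) with replicates 2 and 3 alone and 92 (66) with the covariate, so their direction depended on the setting. In simulated data over all nuclei DESeq2 recovered more of the changed genes than edgeR and made more false calls. Lgr5 ranged from 0.34 (without SCM replicate 2) to 1.09 (without QCM replicate 2) with each sample left out, and was -0.059 with the ribosomal protein share as a covariate and above 0 under the other 18 alternatives. Olfm4 was 0.017 with replicates 2 and 3 alone. Alpi was 0.34 with replicates 2 and 3 alone, 0.70 with the covariate and from -1.57 to 0.090 with each sample left out, positive without QCM replicate 1. The other named genes (Lyz1, Chga, Muc2, Ptk7, Fzd7, Yap1 and Clu) kept their sign under all 19 alternatives, but the sizes moved: leaving out each sample, Lyz1 ranged from -1.50 to -0.49, Chga from -2.19 to -1.07, Muc2 from -1.04 to -0.33, Ptk7 from 0.51 to 1.02, Fzd7 from -0.43 to -0.22, Yap1 from 0.10 to 0.27 and Clu from 1.42 (without SCM replicate 2) to 3.15. With the covariate these were -0.56, -0.66, -0.55, 0.31, -0.06, 0.03 and 1.96.

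Within clusters, at a simulated 4-fold change, DESeq2 recovered 71.5% of the changed genes in cluster 0 with 8 false calls, where edgeR recovered 85.5% with 30, and 86% in cluster 7, where edgeR recovered 89%, with 12 false calls each. In the data DESeq2 called 95 genes, library size alone 5, no low-count filter 3135, and the ribosomal protein share as a covariate 1. Leaving out each sample gave 0 to 32, the highest without QCM replicate 2. Without the filter, 2872 of the calls were among genes that the main test also covered. There the prior degrees of freedom of edgeR, 6.54 at the median of the clusters with the filter, became infinite in every fitted cluster other than cluster 0, so that one variance trend was assumed for all genes. At least 30 nuclei, replicates 2 and 3 alone and a term for replicate 1 gave 0.

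Camera with its preset correlation called 2 sets over all nuclei (means of 0.98 and 1.12) and 19 cluster and set tests, where fry called 0. With each sample left out, fry called 0 to 1 sets, the call being YAP target without SCM replicate 2, and the YAP target mean ranged from 0.39 to 1.09 and the fetal mean from 0.62 to 1.43. With the fetal-like nuclei left out, fry called 1 set, YAP target (mean 0.65, adjusted p 0.0487). That call held with camera and the correlation estimated (adjusted p 0.0274) and without SCM replicate 3 (0.0294), and not with library size alone (0.0527), the covariate (0.157), a term for replicate 1 (0.1002), replicates 2 and 3 alone (0.206) or any other sample left out (0.0517 to 0.164). The ISC/CBC mean was 0.10 with library size alone, which moved the median of all genes to 0.14, then 0.16 with equal cluster weights, 0.12 with replicates 2 and 3 alone, 0.013 with a term for replicate 1, and from -0.25 to 0.15 with each sample left out. The YAP target and fetal means were above 0 under all 15 alternatives. Of the set tests within clusters, those other than camera called 0.

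The YAP target difference between the fetal-like cluster and the other nuclei ranged from -0.31 to 0.34 with each sample left out, and was 0.16 with the other clusters weighted equally, 0.07 with a pseudocount of 5 CPM and 0.46 relative to the ISC/CBC set. The difference in median UMIs per nucleus, -1490, ranged from -2724 to 617 with each sample left out, so its sign rests on QCM replicate 1. With means it was 76.3. There SCM replicate 1 had a mean of 9469.6 UMIs against a median of 3156.5.

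Samples of the same number did not all deviate together: the correlations across genes of their deviations from the group means were 0.30, 0.51 and -0.07 for replicates 1, 2 and 3. Between the numbers 1 and 2 they were -0.46 and -0.37. Deviations from a group mean cancel out over its samples, so positive values for the same number force negative ones between numbers. The negative values are thus no separate evidence that samples of the same number belong together. Both samples of replicate 1 carry Xist. Replicate 3 did not go along, and the labels name no shared animal. A low value for 1 number does not exclude pairs, so pairing by number was neither shown nor excluded. The main tests were run without pairs, and the fit with the replicate number as a block is given beside them. With the replicate block, edgeR called 0 genes over all nuclei and 248 within clusters, of which 208 were in cluster 9, where the prior degrees of freedom became infinite, 35 in cluster 11, 4 in cluster 12 (S100a6, higher in SCM, and Serf2, Rn7sk and Gm26870, lower) and 1 in cluster 7 (Nts, lower). These genes were chosen after their values were seen. The ISC/CBC mean was 0.017. The tuft-like ratio was -0.61 with an adjusted p of 0.0706, the smallest over lineages and alternatives. With the fetal-like nuclei left out, the YAP target adjusted p was 0.245. The replicate block changed no other call.

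SCM replicate 1, with 430 nuclei, entered 9 of the 13 fits within clusters.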

Other observations

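The tests below were chosen after the results they bear on had been seen, except those of random gene lists for the 4 differentiated-cell genes and for the YAP target and fetal sets, which were written down before they were run. The genes Xist, Tsix, Uty, Ddx3y, Kdm5d, Eif2s3y and Malat1 were chosen after their values were seen.

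The replicate numbers differed in sex-linked transcripts. Xist was at 4096 CPM in QCM replicate 1 and 6606 CPM in SCM replicate 1, and between 1.06 and 2.51 CPM in the other 4 samples. The sum of Uty, Ddx3y, Kdm5d and Eif2s3y was 0.658 and 4.91 CPM in replicate 1 and between 491 and 589 CPM in the other 4 samples. A mix of nuclei of both sexes within a sample is argued against, since the lower of these measures reached at most 0.834% of its highest level in any sample. Source animals of different sex are a candidate explanation: the 2 X-inactivation and the 4 Y-linked transcripts parted the samples in the same way in 6 of 6. The labels do not state the sex of the animals. Both media have 1 sample of one kind and 2 of the other, so this does not separate the media.

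Ribosomal protein transcripts (81 genes) took 15.2%, 5.31% and 11.0% of the UMIs in QCM replicates 1, 2 and 3, and 4.38%, 2.77% and 7.78% in the SCM replicates. The means were 10.5% ± 4.94 (SD, n = 3) and 4.98% ± 2.56 (SD, n = 3), with a two-sided exact permutation p of 0.2. The samples of the media overlapped, although QCM was higher in 3 of 3 replicate numbers. A different mix of clusters is argued against, since the share was higher in QCM in all 3 replicate numbers within 9 of 9 clusters with enough nuclei in every sample, and with equal cluster weights the means were 10.5% and 5.38%. Cytoplasmic RNA left with the nuclei stays open. Across genes, which are not independent replicates, the rank correlation of gene span with the log2 ratio was 0.184, the direction that cytoplasmic RNA in QCM would give. The deposited mitochondrial share, however, was higher in QCM in 2 of 3 replicate numbers, with means of 2.18% in both media. The nuclear transcript Malat1 had 15926 ± 4029 CPM (SD, n = 3) in QCM and 22209 ± 4475 CPM (SD, n = 3) in SCM, with an exact permutation p of 0.2. An effect of the medium on ribosomal protein transcripts was not tested apart from this and also stays open.

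The same explanation was weighed for the lower estimates of Lyz1, Chga, Muc2 and Alpi in SCM. Their mean log2 ratio was -1.14, at percentile 0 of 10000 random lists of like span and expression, so span and expression alone do not give a fall of this size. With the ribosomal protein share as a covariate, however, the mean was -0.27 ± 0.32 (SE over the 4 genes). Of the 4, 3 stayed lower, Lyz1 at -0.56 ± 0.67, Chga at -0.66 ± 0.53 and Muc2 at -0.55 ± 0.50, and Alpi rose to 0.70 ± 1.11 (SE), so the mean over the 4 decides little. Within clusters, values without SCM replicate 1 are given, since only then do all clusters rest on the same 5 samples. In the clusters of their own cell types the estimates were Lyz1 -0.18 ± 0.25 and Muc2 0.03 ± 0.28 in cluster 6, Chga -0.47 ± 0.45 and -0.27 ± 0.42 in clusters 9 and 10, and Alpi 1.15 ± 0.52 in cluster 8 (SE). In the unnamed clusters where they were tested, they ranged from -0.66 to -1.29, -0.76 to -1.91, -0.66 to -1.47 and -0.87 to -1.37 for Lyz1, Muc2, Chga and Alpi. In clusters 7, 8, 9, 10 and 11 Lyz1 was -1.35, -1.11, 0.41, 0.05 and 0.95, and Muc2 was -0.64, -1.22, 0.22, -0.56 and -0.70. In clusters 6, 7 and 8 Chga was -1.61, -1.84 and -1.85. None was called. The lower estimates thus lay more in other clusters than in the cells that make these transcripts, the direction that RNA from outside the nuclei would give, but not in all of them, and the high level in the own clusters can hide such RNA. Cytoplasmic RNA and a change in these cell types can still not be told apart for these genes with 6 samples, where the ribosomal protein share goes with the medium in every replicate number. For the YAP target set the mean lay at percentile 100 of such lists and was 0.58 with the covariate. For the fetal set it lay at percentile 100 and was 1.11 with the covariate. Cytoplasmic RNA acting through span and expression is thus argued against as the whole source of these 2 patterns, and a part of the YAP target mean may still go with it. The ISC/CBC set lay at percentile 43.5.

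A larger number of fetal-like nuclei in SCM is another candidate explanation for the higher YAP target mean over all nuclei. For the nuclei assigned to the fetal-like cluster, it is argued against as the whole source. In the nuclei outside the fetal-like cluster the mean stayed higher in SCM by 0.462 log2 CPM, with the lowest SCM sample at 2.77 and the highest QCM sample at 2.64, and SDs of 0.19 and 0.15. With these nuclei left out, the mean log2 ratio by edgeR was 0.65 in place of 0.98, and from 0.54 to 0.81 with each sample left out in turn. A part of the 0.98 may come from the fetal-like nuclei. Free RNA from them could also raise the same genes in the other nuclei. Its amount was not measured, so it stays open. Clu, of the fetal list, had 751 CPM in the fetal-like cluster and 46 CPM in the other nuclei. Its log2 estimates within clusters ran from 0.85 in cluster 11 to 2.14 in cluster 0, the direction such RNA would give. The YAP target set was higher in SCM in 12 of 12 clusters, but members and clusters share the same samples. Of the 10 splits of the 6 samples, 3, the real one included, had it moving one way in as many clusters. An effect of SCM on YAP target genes stays open. With the fetal-like nuclei left out, the fry p was 0.0162 (adjusted over the 3 sets 0.0487), the smallest of the 10 splits, and 2 of the 10 splits, the real one included, gave 1 set past the threshold. Leaving out each sample, the fry p was 0.00981 to 0.0548, under 0.05 in 5 of 6 cases, and adjusted it passed in 1 of 6. With the ribosomal protein share as a covariate the adjusted p was 0.157. Within clusters, fry called the set in 0 of 12, and camera with its preset correlation, which did not hold over all nuclei with the correlation estimated, in 9 of 12.

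The 6 samples can be split into 3 and 3 in 10 ways, so no count of splits could exclude chance at a share under 0.05. As many genes at an unadjusted p under 0.05 as the media gave (866) came from 4 of the 10 splits, and as many genes called by DESeq2 (20) from 3 of 10. For edgeR calls over all nuclei, edgeR calls within clusters, sets past the threshold, cluster and set tests past the threshold, clusters and lineages, the media gave 0. The 10 of 10 splits that gave as many follow from the 0 and say nothing about chance. Without a low-count filter, 3 of 10 splits gave as many calls within clusters as the media (3135). For the p of the YAP target set, 1 of 10 splits, the real one, gave a value as small. The 2 splits that gave more DESeq2 calls and more unfiltered calls than the media had QCM replicates 1 and 3 together with SCM replicate 1 or 3, and by edgeR within clusters they gave 860 and 178 calls. QCM replicates 1 and 3 were the samples with the highest ribosomal protein shares. With that share as a covariate, the media gave 0 edgeR calls over all nuclei and 1 within clusters.

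Cluster 4 held 36.5% of the nuclei of SCM replicate 1 (157 of 430, Wilson 95% confidence interval 32.1% to 41.2%), and between 1.99% and 12.4% in the other samples. Nuclei under 1000 UMIs are argued against as its source, since among nuclei of at least 1000 UMIs the share in SCM replicate 1 was 39.2%, and at most 8.96% in the other samples. This cut does not test lower depth above 1000 UMIs. In SCM replicate 1 the nuclei of cluster 4 had a median of 1544 UMIs, against 3156.5 in the whole sample. Since the pattern rests on 1 sample, other explanations, such as the small number of nuclei recovered from it, were not tested.

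Cluster 1 held markers of several mature cell types together. Cytoplasmic or free RNA in the nuclei of this cluster is a candidate explanation: ribosomal protein transcripts took a larger share in cluster 1 than in the rest of the same sample in 6 of 6 samples, for example 20.7% against 12.2% in QCM replicate 1 and 5.08% against 2.54% in SCM replicate 2. Absorptive or secretory cells of mixed state were not tested.

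Cluster 14 held 92 nuclei with a median of 39432.5 UMIs. In SCM replicate 1 it held 7 nuclei with a median of 138148 UMIs, in a sample of 430 nuclei and 4071926 UMIs. The counts summed over all nuclei of that sample thus rest in part on few very deep nuclei. No alternative left out these nuclei alone, so their weight in the results over all nuclei was not tested.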
